A study of Homo sapiens with 8 samples.

How the data were processed

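ATAC-seq of U-937 cells was analysed in 8 samples, 2 in each of 4 groups (DMSO, ATRA, Corin, and ATRA plus Corin), grouped per the labels. The input was 1 deposited peak list per group in narrowPeak form, matched to its group by the treatment in the file name. The authors combined the replicates before these lists were made, since each group had a single list. Per the file names, the deposited lists come from a naive overlap, carry the further tag ppr, and were filtered. The tag is not explained there, and whether a region had to be called in each replicate is not stated. The aligner, the peak caller and their settings are not stated per the labels or the files used here. In the deposited files the fold column is a ratio of a peak over its local background, and the p and q columns are −log10 values, read from the narrowPeak layout and from the values themselves. The deposited summit column is a distance in bp from the start of the peak. These scores are the authors' and served only to describe, rank or filter regions within their own list. No per-sample columns were present, so 0 of them were left out.

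The build was not stated. All peak ends on the 24 chromosomes lay inside the hg38 chromosome lengths, and the ends on chromosome 17 lay beyond the hg19 length and those on chromosome 1 beyond the length in the telomere-to-telomere assembly. The hg38 sequence and the GENCODE annotation, release 44, were therefore used.

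Overlapping peaks of a list were merged into regions on chromosomes 1 to 22, X and Y. A region had a counterpart when any region of the other list overlapped it by at least 1 bp. Regions were ranked within their list by the highest −log10 p of their peaks, and the strongest 20% were called strong. Shares carry 95% Wilson intervals, which cover counting error over regions only and not variation between cultures or libraries. Comparisons were each treatment against DMSO and the combination against each compound, in both directions. The read depth of the samples is unknown. As a measure that grows with depth, the background and the pileup of each peak were solved from its p and fold, taking p as the Poisson probability of a pileup above the one seen and adding 1 to pileup and background in the fold. The solved pileup was a whole number, within 0.05, for 99.97%, 99.98%, 99.98% and 99.96% of the peaks of DMSO, ATRA, Corin and the combination. The other 63, 51, 44 and 71 peaks are called peaks with contradicting p and fold. Where the pileup is very high, rounding of the deposited scores could also cause this. The most frequent background of a list was taken as its level.

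Union regions were formed over the 4 lists. Unchanged lists were simulated 1000 times by drawing calls independently in each list, within 20 classes of strength, at the rate of calls of that class and list. The method was tested on simulated data. For lists without changed regions the ratio of regions split by ATRA to crossed ones was 1.23, against 1.23 given by the simulation. The same ratio for Corin was 5.63, against 4.70, so that with lists of unequal length the simulation understated it. With 8000 changed regions planted, the ratio for ATRA was 4.01. For the test on GC content, chosen after the data were seen, the simulation was repeated within 3 classes of GC content, with and without 5 bins in each. The overlap counts were checked against bedtools, which gave the same number in 10 of 10 comparisons.

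A region was assigned to a promoter when the nearest annotated transcription start was within 1 kb, and otherwise to an exon, an intron or intergenic sequence. The retinoic acid response list (20 genes) and the myeloid differentiation list (25 genes) were fixed, like the motifs, comparisons and alternatives, before the data were examined. Regions within 10 kb of a gene body were counted for each list, and the count was compared with 10000 random gene lists of the same size, matched on the number of union regions near the gene. For 13 consensus motifs, windows of 200 bp centred on the strongest summit were searched on both strands. Shares were compared with 1000 draws of shared regions matched on GC content in bins of 5 percentage points and on distance class to the nearest transcription start. The reversed, not complemented, consensus served as a control for base composition, except for KLF/SP, whose reversed consensus is the same sequence.

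Named regions followed a fixed rule, by which for each treatment against DMSO the 3 strong gained and the 3 strong lost regions with the highest −log10 p were named. Of the 2 gene lists, genes with a strong region gained or lost over DMSO in at least 1 treatment were named. Of the items this rule selects, 1 is not reported here. Items outside this rule are described as chosen after their values were seen.

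Alternatives were stricter limits of 5 on −log10 p and −log10 q, all sequences in the files, merging of peaks within 150 bp, an overlap of at least 50% of a region, a distance of 500 bp without any other region, lists of equal length, the strongest 10%, ranking by fold, 5 classes in the simulation, a promoter limit of 2.5 kb, coding transcripts only, all gained regions in place of strong ones, 50 kb around genes and windows of 400 bp. Alternatives added later were a shared floor of −log10 p, the strongest 50%, the removal of peaks with contradicting p and fold, controls matched on strength, all regions within 50 kb of genes, and gained regions compared directly with lost ones. Raised background along the genome was searched in windows of 25 kb with at least 3 peaks in every list, with a lowest relative background above 2.5.

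Reads, alignments and signal tracks were not used here, and no counts per sample were analysed here. The software was Python 3.11.15, NumPy 2.4.6, pandas 2.3.3, SciPy 1.17.1, Numba 0.67.0, matplotlib 3.10.9 and bedtools 2.31.1.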

Results

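Open chromatin was mapped by ATAC-seq, in which a transposase cuts and tags accessible DNA for sequencing, in U-937, a human monocytic leukaemia cell line. Cells were treated for 24 h with DMSO as the vehicle, with ATRA at 0.1 µM, with Corin at 0.1 µM, or with both compounds at 0.1 µM each, which is called the combination below. ATRA is all-trans retinoic acid, the ligand of the retinoic acid receptors (RAR). Corin is a small molecule that inhibits the histone demethylase and histone deacetylase activities of the CoREST complex, a co-repressor. Each of the 4 groups had 2 samples, 8 in all. The files used here held 1 list of peaks per group, in which the authors had combined the replicates. No value below therefore has a spread between replicates, and no difference between treatments could be tested against one. Positions are given on the human genome build hg38.

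The lists held 222491 peaks for DMSO, 222110 for ATRA, 189896 for Corin and 197548 for the combination. Overlapping peaks of a list were merged into 116563, 113914, 101851 and 94917 regions in the same order. The lists held the same numbers of distinct intervals, so merging only joined peaks that repeated an interval. These regions covered 74.5, 72.3, 64.7 and 66.1 Mb, with median widths of 544, 543, 545 and 619 bp. The number of reads behind each list is unknown. The background that recurred most often under the peaks, in units of read pileup and recovered from the authors' scores, was 12.8 for DMSO, 9.12 for ATRA, 13.1 for Corin and 13.9 for the combination. The median fold of a peak over its background was highest for ATRA, at 4.80, against 3.47 for DMSO, 3.32 for Corin and 3.68 for the combination. The mean GC content of the regions was lowest for ATRA, at 49.6%, against 52%, 52.2% and 51.7% for DMSO, Corin and the combination. A stricter limit of 5 on −log10 q moved the number of regions most, to 86155 for Corin.

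The first question was which regions opened or closed with each compound against the vehicle. Of the regions in the ATRA list, 26347 (23.1%, 95% Wilson interval 22.9 to 23.4) had no counterpart in the DMSO list and are called gained. Of the DMSO regions, 29448 (25.3%, 25 to 25.5) had no counterpart in the ATRA list and are called lost. Corin gained 18023 of its regions (17.7%, 17.5 to 17.9) and lost 33186 DMSO regions (28.5%, 28.2 to 28.7). The combination gained 15829 (16.7%, 16.4 to 16.9) and lost 36725 (31.5%, 31.2 to 31.8). The DMSO list was the longest of the 4. With lists of equal length, gains and losses are close by construction, since both are about the list length less the shared regions. They were 17103 and 17321 for ATRA, 18114 and 18695 for Corin, and 20129 and 19705 for the combination. These values cannot show whether opening and closing were balanced. With the limit of 5 on −log10 q, 9680 regions were gained with Corin.

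The second question was what each compound changed on top of the other. The combination list held 14715 regions (15.5%, 15.3 to 15.7) without a counterpart in the ATRA list, and the ATRA list held 32360 (28.4%, 28.1 to 28.7) without one in the combination list. Against the Corin list, 19551 regions of the combination (20.6%, 20.3 to 20.9) had no counterpart. Conversely, 25449 Corin regions (25%, 24.7 to 25.3) were absent from the combination. The limit of 5 on −log10 q moved counts of this kind most, to 7761 regions of the combination absent from ATRA.

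Regions without a counterpart were weak in the list that held them. Between 92.9% and 98.7% of them, over the 10 directed pairs of lists, ranked in the weaker 50% of their own list by −log10 p. In the weakest 10% of the ATRA list 60.5% of the regions were absent from DMSO, and in the strongest 10% only 2 regions were. For Corin the weakest 10% had 67.2% absent from DMSO and the strongest 10% had 0 regions absent. For the combination the figures were 61.7% and 1 region. The losses had the same course, from 87.6%, 74.7% and 82.9% of the weakest 10% of the DMSO list to 0, 1 and 1 regions of its strongest 10% for ATRA, Corin and the combination.

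**Figure D1:**
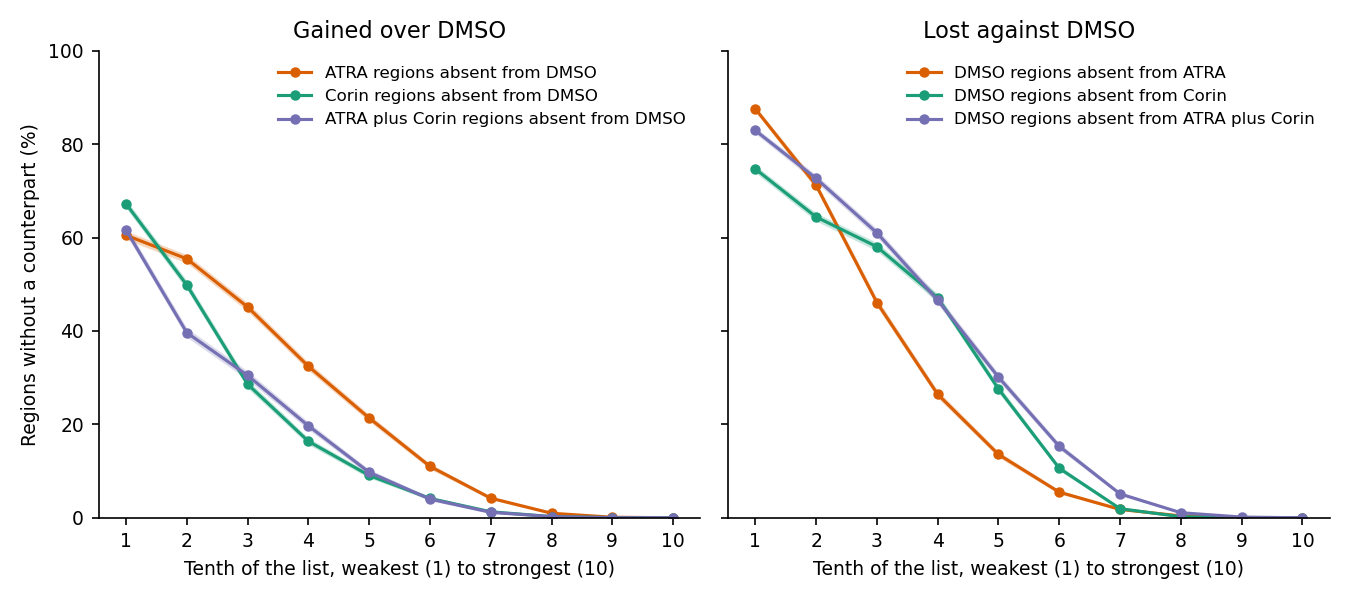
Percent of regions without a counterpart (vertical axis) in steps of 10% of the list that holds them, from weakest to strongest (horizontal axis), for regions gained over DMSO (left) and lost against DMSO (right). Points are shares and bands 95% Wilson intervals; the shares fall from between 60.5% and 87.6% in the weakest 10% to at most 2 regions in the strongest 10%.

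Strong regions, the strongest 20% of a list, were almost all found in the other lists. Of 22783 strong ATRA regions 16 were absent from DMSO, of 20370 strong Corin regions 5, and of 18983 strong combination regions 5. Of 23313 strong DMSO regions 6 were absent from ATRA, 3 from Corin and 20 from the combination. None of the strong regions of the combination was absent from the ATRA list (0 of 18983, Wilson upper limit 0.0202%), and 2 strong ATRA regions were absent from the combination. Between Corin and the combination, 5 strong regions were found only with the combination and 20 only with Corin. Taking the strongest 50%, chosen after the data were seen, moved these numbers most, for example to 1861 regions gained with ATRA, and ranking by fold instead of −log10 p gave 211.

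For each list against DMSO, the 3 strongest gained and the 3 strongest lost regions are named here, with the authors' −log10 p in the list that holds them. The strongest region gained with ATRA lay on chromosome 2 at 172339276–172340946, with a −log10 p of 856 and a fold of 10.4, 87708 bp from the nearest coding transcription start, that of ITGA6. It was also the strongest region gained with the combination (172339212–172339966, −log10 p 750), and it was present with Corin at a −log10 p of 27.4. The other regions gained with ATRA were at 172551319–172551552 on chromosome 2, 3929 bp from the start of PDK1 (579, found with ATRA only), and in an intron of TMIE on chromosome 3 at 46699603–46700415 (447, also found with the combination). With Corin the gained regions were at 172516161–172516702 on chromosome 2 (470), at 85278838–85279412 on chromosome 1 near BCL10 (357) and at 119209103–119209478 on chromosome 4 near USP53 (309). All 3 were also found with the combination and not with ATRA. With the combination the other gained regions were near PIGV on chromosome 1 at 26783960–26784426 (505) and in an intron of SAE1 on chromosome 19 at 47169555–47170611 (461). The former was also found with each compound alone, and the latter also with ATRA. All the regions named on chromosome 2 in this paragraph lay within 172200001–172625000, where every list had a background of at least 2.77 times its most frequent one under all peaks.

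**Figure D2:**
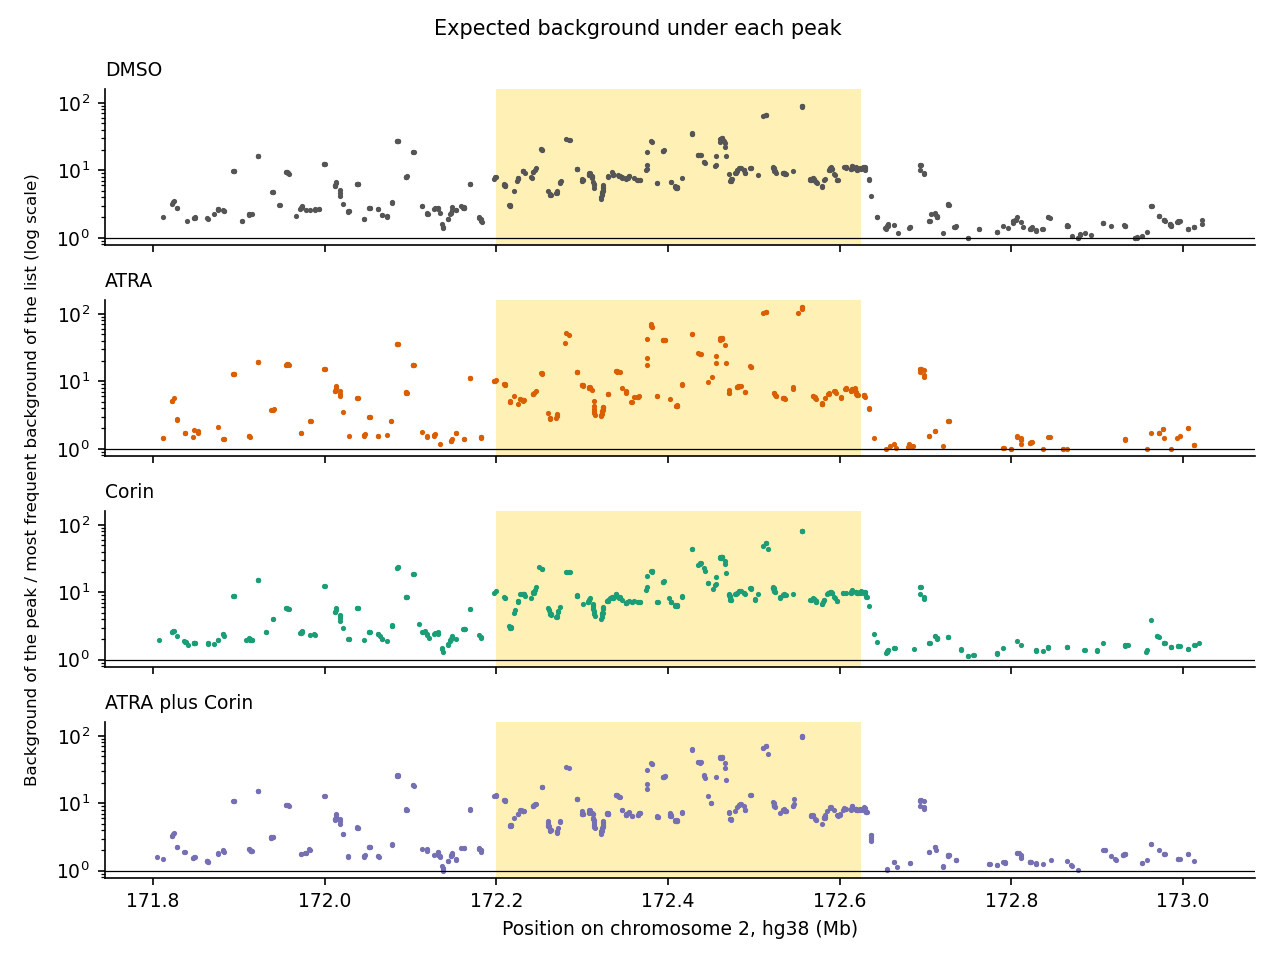
Background under each peak relative to the most frequent background of its list (vertical axes, log scale) by position on chromosome 2 in Mb on hg38 (horizontal axis), with 1 panel per list. Points are peaks and the shaded interval is 172200001–172625000, chosen by a lowest relative background above 2.5. Within it no peak lies below 2.98, 2.77, 2.96 and 3.53 for DMSO, ATRA, Corin and the combination.

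Among the lost regions, those in introns of COBL (chromosome 7, 51123336–51124236, −log10 p 344) and LZTS1 (chromosome 8, 20281908–20282604, −log10 p 330) were present with DMSO and Corin and absent with ATRA and the combination. The third region lost with ATRA, in an intron of MAD1L1 (chromosome 7, 2214371–2215336, −log10 p 287), was present with Corin and, at a −log10 p of 23.3, with the combination. The strongest regions lost with Corin were in introns of DENND2D (chromosome 1, 111202844–111203253, −log10 p 566) and RNF144A (chromosome 2, 7004679–7004927, −log10 p 382), both present with ATRA and also among those lost with the combination. For these 2 regions the p and the fold of the strongest peak gave no whole number of reads, so their strength is uncertain. The DENND2D region had a fold of only 1.30, which at its −log10 p needs a very high pileup. There rounding of the scores could also cause this. The third region lost with Corin, at 54475667–54476226 on chromosome 1 (265), was found in the DMSO list only. The remaining region named for the combination was in an intron of ADAMTSL1 (chromosome 9, 18122001–18122827, −log10 p 392), and it was present with each compound alone.

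The third question was whether the combination changed regions that neither compound changed alone. The 4 lists together formed 161291 union regions, of which 66303 (41.1%) were called in all 4. Simulated unchanged lists, in which calls were drawn independently within classes of strength, gave a mean of 60900 for that number. Of 15472 union regions gained with the combination, 6343 (41%, simulated 47.2%) were found with neither compound alone. Another 5165 (33.4%, simulated 20.5%) were also gained with ATRA alone, 2428 (15.7%, simulated 11.6%) with Corin alone, and 1536 (9.93%, simulated 20.7%) with each of them. Of 36007 union regions lost with the combination, 4418 (12.3%, simulated 20.6%) were lost with neither compound alone, 6837 (19%, simulated 12.7%) with ATRA alone, 8298 (23%, simulated 22.5%) with Corin alone, and 16454 (45.7%, simulated 44.2%) with each of them. With the limit of 5 on −log10 q, 3147 regions were found with the combination only.

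Because the gains all refer to the same DMSO list, their overlaps are given beside the simulated ones. Gains with ATRA and with the combination had 6701 union regions in common (simulated 7126), and gains with Corin and with the combination had 3964 (simulated 5594). Gains with ATRA and with Corin had 2212 in common, or 12.6% of the Corin gains, against 8151 and 36.4% in the simulation. With gained regions limited to the strongest 20%, the overlaps were 17, 7 and 4 in the same order. The simulation gave 21.8, 21.7 and 21.6, more than the 18, 8 and 20 such union regions gained with ATRA, Corin and the combination, so it did not describe these few regions.

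Regions called in exactly 2 lists divide into those split by ATRA, those split by Corin and those that are crossed. The first kind is present with both treatments that include ATRA or with both that lack it, and it held 12002 regions (simulated 8347). The second kind, defined in the same way for Corin, held 10726 (simulated 10521). The crossed kind, called in DMSO and the combination or in ATRA and Corin, held 2280 (simulated 8019). The ratio to crossed regions was 5.26 for ATRA (simulated 1.04) and 4.70 for Corin (simulated 1.31). When all lists were reduced to their 94917 strongest regions, the ratios were 8.0 and 7.54 (simulated 1.0 and 1.06). This alternative moved the single patterns most, from 676 to 284 regions for ATRA with Corin.

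**Figure D3:**
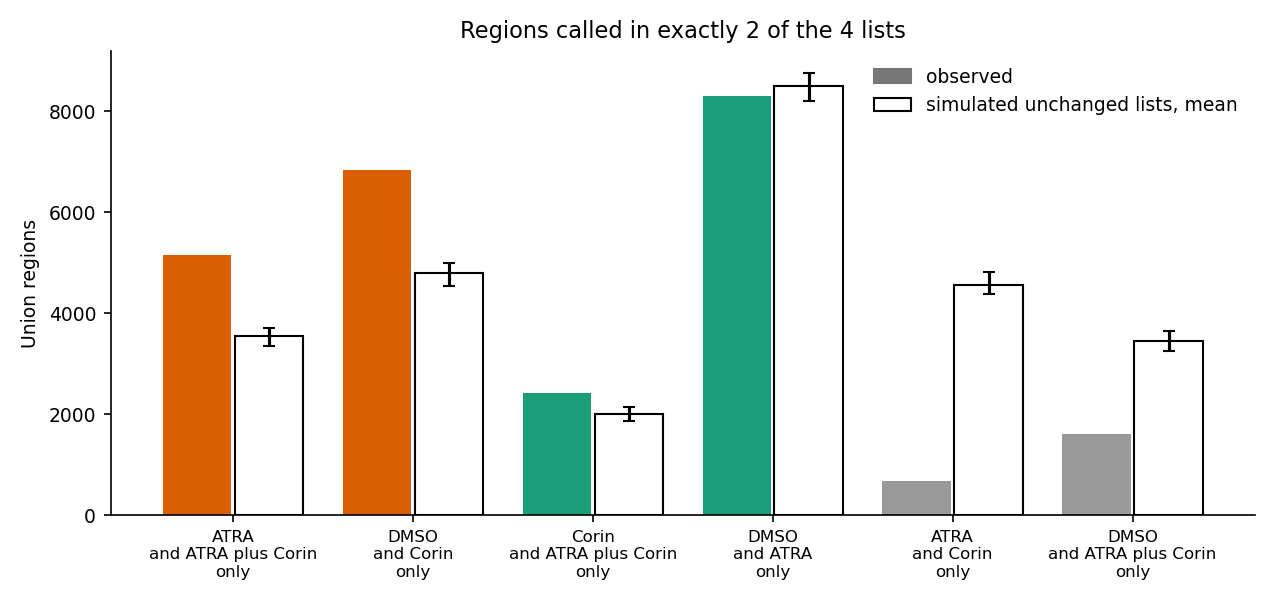
Number of union regions called in exactly 2 of the 4 lists (vertical axis), by the pair of lists (horizontal axis). Filled bars are observed counts and open bars the means of 1000 simulated unchanged lists with their full range; the crossed pairs, ATRA with Corin (676) and DMSO with the combination (1604), lie below their simulated means of 4571 and 3449.

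Gained and lost regions lay less often at promoters, within 1 kb of an annotated transcription start, than the lists as wholes. Promoters made up 21.3%, 21%, 22.4% and 22.8% of the DMSO, ATRA, Corin and combination lists. They made up 11% of the regions gained with ATRA (2893), 12.3% of those gained with Corin (2210) and 11.2% of those gained with the combination (1775). Among lost regions the shares were 13.7% (4044), 13.0% (4316) and 13.0% (4768). Shared regions of the weaker 50% of each list had promoter shares of 12.7% to 13.4%. A promoter limit of 2.5 kb gave 5815 promoter regions gained with ATRA.

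The retinoic acid response list, of 20 genes, and the myeloid differentiation list, of 25 genes, were compared with 10000 random gene lists matched on the number of nearby union regions. Only 1 strong region gained with ATRA, and 1 gained with the combination, lay within 10 kb of a retinoic acid response gene. Such regions were too few to set one gene list apart from the other. Strong gains with Corin, and strong losses with every treatment, gave 0 for both lists. With all gained regions in place of the strong ones, the combination had 35 regions near retinoic acid response genes against a random mean of 17.8, more than 98.9% of random lists. ATRA had 37 against 30.5 (81.2%) and Corin 14 against 20.9 (8.65%). Within 50 kb, ATRA had 86 against 55.9 (99.7%), Corin 36 against 44.4 (12.5%) and the combination 74 against 36.4 (99.9%). Near myeloid differentiation genes the gains were 32, 14 and 18 for ATRA, Corin and the combination, with random means of 35.4, 24.1 and 20.3. Losses near myeloid differentiation genes were fewer than random means, with 17 against 39.6 for ATRA, 28 against 44.6 for Corin and 26 against 49.6 for the combination. Losses near retinoic acid response genes were 25, 29 and 37, against 33.9, 38.2 and 42.5.

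Among the listed genes, TNFAIP2 had a strong changed region nearby. It lay 2205 bp upstream of the gene (chromosome 14, 103121476–103137439, plus strand), at 103118983–103119435 with ATRA (−log10 p 408, fold 5.87) and 103118909–103119420 with the combination (−log10 p 353, fold 4.48). It was called in neither the DMSO nor the Corin list.

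**Figure D4:**
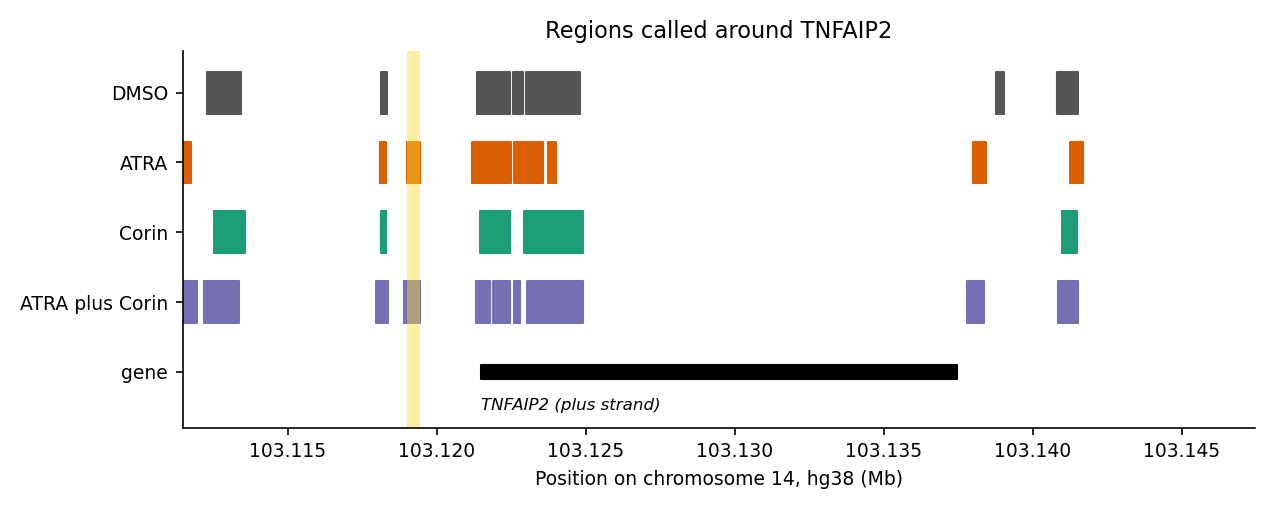
Regions called in each list (bars, vertical axis) around TNFAIP2 on chromosome 14, by position in Mb on hg38 (horizontal axis), with the gene in black. The shaded interval, 103118983–103119435, holds a region in the ATRA and combination lists only.

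Transcription factor motifs were compared between changed and shared regions in 200-bp windows at the summits, against 1000 matched draws. In the strong regions fixed as the main comparison, 1 of 13 motifs lay above its draws in any of the 6 sets. It was AP-1, found in 5 of 6 strong regions lost with ATRA (83.3%, draws 16.7%). All gained and lost regions were then compared with matched strong shared regions and, after the data were seen, with shared regions matched on strength as well.

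The direction of several shares depended on these controls. AP-1 matches in regions lost with ATRA were less frequent than in strong shared regions (11.2%, matched 15.9%) and more frequent than in shared regions of equal strength (11.3%, matched 5.56%). The same held for AP-1 in regions gained with Corin (16.2%, matched 27.9%, and 16.3%, matched 7.25%). PU.1 matches in regions gained with ATRA were below the first controls (9.30%, matched 12.9%) and above the second (9.29%, matched 6.38%). GFI1 matches in regions lost with Corin were above the first (0.302%, matched 0.201%) and below the second (0.301%, matched 0.662%). The direct repeat with a spacer of 5, bound by RAR, was found in 44 windows gained with ATRA. Its share was above 88.2% of the draws of strong shared regions (0.168%, matched 0.137%) and above all draws of regions of equal strength (0.167%, matched 0.0504%).

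Gained regions were therefore also compared with lost regions of the same pair of lists, matched on GC content, distance and strength, which needs no shared regions. This comparison was chosen after the data were seen. The reversed consensus sequences lay beyond all its draws in 34 of 120 tests (28.3%), against 82 of 120 (68.3%) for the motifs themselves, so the range of the draws understated the uncertainty. In regions gained with ATRA over DMSO, AP-1 was found in 4.09% (matched lost regions 18.0%), PU.1 in 9.30% (matched 3.55%) and the spacer-5 repeat in 0.168% (matched 0.0252%). In regions gained with the combination over Corin, AP-1 was found in 3.44% (matched 19.3%), PU.1 in 6.90% (matched 3.37%) and the spacer-5 repeat in 0.235% (matched 0.0581%), with the reversed repeat within its draws.

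In regions gained with Corin over DMSO, AP-1 was found in 16.2% (matched lost regions 4.98%), PU.1 in 3.01% (matched 4.98%) and GFI1 in 0.939% (matched 0.297%). In regions gained with the combination over ATRA, AP-1 was found in 9.61% (matched 4.90%), PU.1 in 3.05% (matched 8.33%) and GFI1 in 0.954% (matched 0.438%). Regions gained with the combination over DMSO had GFI1 in 1.14% (matched 0.340%), the spacer-5 repeat in 0.240% (matched 0.0384%) and AP-1 in 6.13% (matched 8.77%). The reversed AP-1 consensus moved in the same direction as AP-1 in all 5 comparisons, by smaller ratios.

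**Figure D5:**
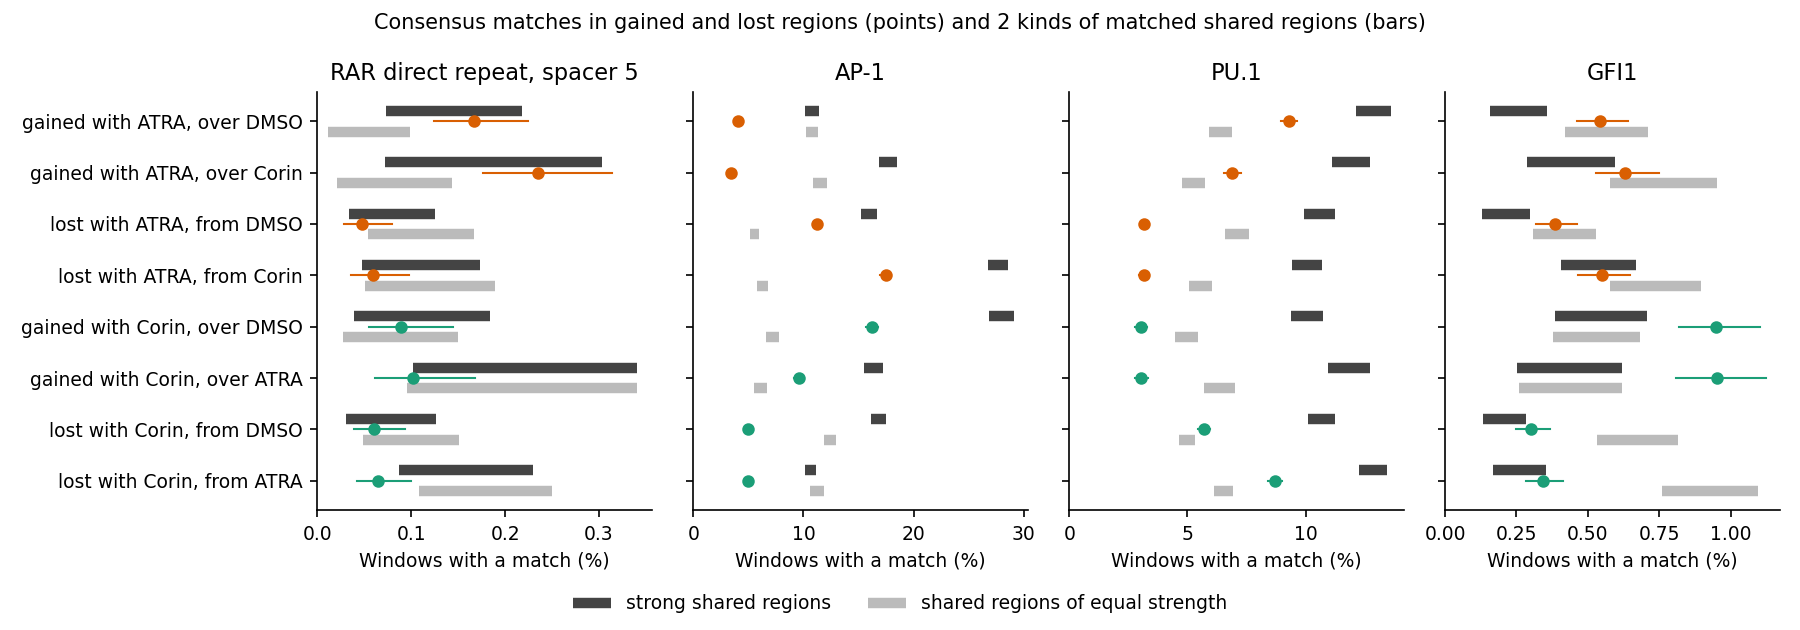
Percent of 200-bp windows with a consensus match (horizontal axes) for 4 motifs in regions gained or lost with ATRA or Corin, each on top of DMSO and of the other compound (vertical axis). Points are shares with 95% Wilson intervals, and bars the full range of 1000 matched draws of strong shared regions (dark) or of shared regions of equal strength (light); AP-1 in regions lost with ATRA (11.2%) lies below the dark and above the light bars.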

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

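The strongest 50%, the shared floor of −log10 p, the removal of peaks with contradicting p and fold, the controls matched on strength, and all regions within 50 kb of genes are tests chosen only after the data were seen. A count is called unchanged when it stayed within 1.5 times its main value. Of 290 values of results that answer a comparison, 183 were unchanged and 107 moved. Of 91 other values, 60 were unchanged, 9 moved, 4 passed the range of their draws only in the alternative and 18 reversed, all of the latter being motif shares. No paired analysis was possible because the replicates of each treatment were combined in 1 list, and for the same reason leaving out a replicate was not possible.

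No count moved with a limit of 5 on −log10 p, with peaks within 150 bp merged, with a distance of 500 bp, with the shared floor, with coding transcripts only or with 5 strength classes. The counts of strong regions near listed genes, all 0 or 1, did not move with 50 kb around genes. Taking all sequences changed nothing, since the files hold only the 24 chromosomes used.

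With lists of equal length, which drops the weakest regions of the longer lists, the regions without a counterpart numbered 17103 for ATRA against DMSO and 17321 for DMSO against ATRA. DMSO had 18695 absent from Corin and 19705 absent from the combination, 10 of them strong, and ATRA had 18059 absent from the combination. Strong regions of the combination absent from ATRA numbered 2, and strong Corin regions absent from the combination 12. Union regions numbered 4041 for Corin with the combination, 284 for ATRA with Corin, 883 for DMSO with the combination, 4493 for DMSO with Corin and 4762 for DMSO with ATRA. Shorter lists lose weak regions by construction.

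A limit of 5 on −log10 q, which also removes weak regions, left 17910 DMSO regions absent from ATRA, 9680 Corin regions absent from DMSO, 7761 combination regions absent from ATRA and 14842 Corin regions absent from the combination. It left 3147 union regions for the combination only, 1432 for Corin with the combination, 676 for DMSO with the combination and 4044 for DMSO with Corin.

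The numbers of strong regions without a counterpart depended most on the definition. They are given below in the order ATRA against DMSO and the reverse, Corin against DMSO and the reverse, the combination against DMSO and the reverse, the combination against ATRA and the reverse, and the combination against Corin and the reverse. Requiring an overlap of 50% gave 175, 112, 33, 98, 70, 116, 61, 84, 69 and 60. Ranking by fold gave 211, 37, 16, 19, 14, 113, 1, 141, 29 and 92. The strongest 50% gave 1861, 904, 589, 1496, 524, 2531, 191, 1486, 678 and 1223. The strongest 10% gave 2, 0, 0, 1, 1 and 1 for the pairs with DMSO, 1 and 1 for the combination and Corin, and no movement for the combination and ATRA. Without peaks of contradicting p and fold, 1 DMSO region absent from Corin and 1 ATRA region absent from the combination were left. A larger share or a stricter overlap admits more regions by construction; for the ranking by fold the cause was not tested.

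With gained regions limited to the strongest 20%, the overlaps of gains were 4 for ATRA with Corin, 17 for ATRA with the combination and 7 for Corin with the combination (simulated 21.6, 21.8 and 21.7), because few strong regions were gained.

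A promoter limit of 2.5 kb counted 5815 gained and 7381 lost regions for ATRA, 4237 and 7970 for Corin, and 3619 and 8831 for the combination, by its wider reach.

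Motifs above the matched draws in strong regions rose to 1 for regions gained with ATRA in windows of 400 bp. With all gained and lost regions they numbered 4 and 3 for ATRA, 3 and 3 for Corin, and 3 and 3 for the combination. With controls matched on strength as well they numbered 6 and 2, 3 and 4, and 5 and 4. The cause was not tested; the matched means differed between the controls, and different motifs passed.

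With all regions in place of strong ones, regions near retinoic acid response genes numbered 37 gained and 25 lost for ATRA, 14 and 29 for Corin, and 35 and 37 for the combination. Near myeloid differentiation genes they numbered 32 and 17, 14 and 28, and 18 and 26. These are larger because all regions are counted. Within 50 kb they numbered 86 and 59, 36 and 56, and 74 and 75 near retinoic acid response genes, and 72 and 59, 38 and 65, and 49 and 68 near myeloid differentiation genes, by the wider reach.

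The ratio of a motif share to its matched draws reversed between strong shared regions and shared regions of equal strength in 18 cases, and the cause was not tested. For AP-1 it went from below 1 to 2.02 in regions lost with ATRA, 2.24 in regions gained with Corin, 1.21 in regions lost with the combination, 2.78 in Corin regions absent from the combination and 1.57 in combination regions absent from ATRA. For PU.1 it rose to 1.46 in regions gained with ATRA, 1.14 in regions lost with Corin, 1.0006 in regions gained with the combination, 1.31 in combination regions absent from Corin and 1.32 in ATRA regions absent from the combination. For GFI1 it fell from above 1 to 0.973 and 0.911 in regions gained and lost with ATRA, 0.455 in regions lost with Corin and 0.629 in those lost with the combination. It fell to 0.836 in combination regions absent from Corin, 0.748 in the reverse, and 0.364 in ATRA regions absent from the combination. For the spacer-5 repeat it rose to 1.19 in regions gained with Corin.

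The depth limits the results in a further way. The reads behind each list are unknown and the lists differ in background, so a region absent from a list may only have been missed there; of the 26347 ATRA regions absent from DMSO, only 1861 were among the strongest 50% of the ATRA list, and for the others this could well hold.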

Other observations

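The tests on the signal to noise of the lists and on RAR binding were set before their results were seen. Lists of equal length were an alternative fixed before the data were examined, but their use as a test, like all other tests in this part, was chosen only after.

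Regions shared by ATRA and the combination only, or by DMSO and Corin only, exceeded the crossed patterns 5.26-fold. Technical causes of this split were weighed. List length is not the whole cause, since the ratio was 8.0 with lists of equal length. Sequencing depth does not pair ATRA with the combination, since the background of ATRA was 0.654 times that of the combination, the widest difference between any 2 lists. The backgrounds of DMSO and Corin were close, at 12.8 and 13.1. For regions of DMSO and Corin only, this comparison therefore does not exclude depth. If signal to noise acted on all kinds of sites alike, both patterns would hold the motifs at equal rates. Instead, 8 motifs lay beyond all matched draws with their reversed form within them. A list with a higher fold may also recover other kinds of weak sites, so signal to noise is not excluded. The ATRA list had the lowest GC content, and its gained regions had a mean of 44.4% against 51.1% in shared and 47.9% in shared regions of the weaker 50%. The ratio fell from 8.79 for GC of at most 45% (simulated 1.04) to 3.23 for GC of 54.5% or more (simulated 1.67). In this highest class the split came mostly from 3187 regions of DMSO and Corin only, while ATRA and the combination only had 415, fewer than the 1116 crossed ones. Counts were therefore compared with unchanged lists simulated within classes of GC content, which keep the GC preference of each list. Regions of ATRA and the combination only exceeded all simulated draws in each class, with a lowest ratio of observed to simulated of 1.29, at high GC content. Regions of DMSO and Corin only did so up to a GC content of 54%, with a lowest ratio of 1.34. Above that their ratio was 0.919, although they exceeded crossed regions 2.86-fold (simulated 1.53), so this part cannot be told apart from GC bias. Elsewhere GC bias may enlarge the split but was not its whole cause. Library batches remain open: per the labels none are given, and a batch that coincides with treatment cannot be told apart from it. Differences between chromosomes were not weighed. On chromosome 13, 2317 regions were lost and 860 gained with ATRA against DMSO, while on chromosome 5 these numbers were 816 and 1406. Whether such differences contribute to the split is left open.

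A biological explanation is that RAR opens sites where it binds. The direct repeat with a spacer of 5 was found in 25 of 5081 windows shared by ATRA and the combination only (0.492%), against a mean of 0.00242% in matched regions of DMSO and Corin only. That mean rests on only 2 regions with the repeat, both weak in their list, so the size of the excess is uncertain. In the reverse comparison 2 of 6572 windows had it (0.0304%, matched mean 0.387%). The reversed repeat was raised there too, with 8 windows (0.157%, matched mean 0.0399%). These values fit RAR binding at a small part of the opened sites, since most of them have no such repeat at the summit, but other rows do not support a signal specific to ATRA. The repeat with a spacer of 2, also bound by RAR, was 1.08 times as frequent in regions gained with the combination over Corin as in matched lost ones (above 70.9% of the draws). In regions gained with Corin alone over DMSO it was 2.75 times as frequent, above all draws. The spacer-5 repeat was also raised in regions gained with the combination over ATRA, 2.5-fold, no more than its reversed form at 2.90-fold. Regions of this pattern were also enriched near retinoic acid response genes, with 15 within 10 kb against a random mean of 5.97 (99.4% of random lists had fewer) and 31 within 50 kb against 11.4. Near myeloid differentiation genes there were 8 within 10 kb against 6.92 and 23 within 50 kb against 13.6 (97.7%), so the enrichment at 50 kb was not limited to retinoic acid response genes. The pattern of DMSO and Corin only was depleted within 10 kb of both lists. There were 3 regions against 7.86 near retinoic acid response genes (2.77% of random lists had fewer) and 1 against 9.19 near myeloid differentiation genes (0.03%). Within 50 kb no clear depletion was left, with 15 against 17.6 (27.75%) and 16 against 20.7 (14.82%) in the same order.

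Of the 25 windows with the repeat, a few were singled out after their values were seen. The strongest within its list was on chromosome 10 at 93150172–93151506, with CYP26A1 as the nearest coding gene at 74169 bp, a −log10 p of 158 and the repeat TGACCTGACATTGAACT at 93150440–93150456. Another lay on chromosome 2 at 71948703–71949233, with CYP26B1 nearest at 194212 bp, a −log10 p of 86.2 and the repeat GGGTCATTCTGAGGTCA at 71948915–71948931. Both genes encode enzymes that degrade retinoic acid and both were in the retinoic acid response list, but the regions were outside the 10 kb and 50 kb limits used for that list. Whether these regions act on these genes was not tested.

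The excess of the spacer-5 repeat in regions gained over regions lost with ATRA might come from base composition. The comparison of the combination with Corin leaves the ATRA list out. There the repeat was 4.06 times as frequent in gained as in matched lost regions, above 100% of the draws, and the reversed form was above only 42.8% of its draws, so base composition alone does not account for it. Against strong shared regions the excess was smaller, with a ratio of 1.23 for regions gained with ATRA.

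AP-1 matches were rarer in regions gained than in regions lost with ATRA, which the low GC content of the ATRA list could have caused. In the comparison of Corin with the combination, which does not use the ATRA list, lost regions had 5.04 times as many AP-1 matches as matched gained regions, above all draws. This counts against the GC content of that list as the whole cause. The reversed consensus was raised there too, 1.29 times. Compared with strong shared regions, AP-1 was rarer among the gained and the lost regions of each compound alike, but this depended on the controls. Against shared regions of equal strength, AP-1 was 2.02 times as frequent in regions lost with ATRA, 2.24 times in regions gained with Corin and 2.78 times in Corin regions absent from the combination, and remained rarer in regions gained with ATRA (0.378) and lost with Corin (0.404). Whether AP-1 sites increased over shared regions is therefore left open, and factor binding was not analysed here.

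GFI1 recruits the CoREST complex, which Corin inhibits. GFI1 matches were 2.18 times as frequent in regions of the combination absent from ATRA as in matched regions of the reverse, above 100% of the draws, while the reversed form was above only 4.8% of its draws. The reversed form always holds a C followed by a G, which the motif does not require. In the regions of the combination absent from ATRA it had only 7 matches, against 140 for the motif. This control therefore cannot exclude base composition as the cause. Among windows shared by Corin and the combination only, 50 of 2404 had a match (2.08%), against a mean of 0.281% in matched regions of DMSO and ATRA only. Most opened regions have no match, and after 24 h of treatment a direct effect of Corin was not separated from a secondary one.

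The DMSO list ended at a −log10 p of 2.79 and the others at 2.00, and its highest peak number was 300000. A list that ends early could leave weak regions of the other lists without a counterpart. In the Corin list 486 regions lay below the DMSO floor, and without them the ATRA regions absent from Corin rose by 0.131%. How many DMSO peaks are missing is unknown, so the test cannot tell whether the floor contributes to the regions gained over DMSO.

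Strong regions without a counterpart might arise where the p and fold of the peak contradict each other. Of 47 distinct strong regions gained or lost against DMSO only 2, DENND2D and RNF144A, rest on such a peak, so this is not their general cause.

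Of 24 distinct strong gained regions 3, and of 8 distinct named ones 3, lay in a stretch of 425 kb on chromosome 2 (172200001–172625000) with ITGA6 and PDK1, which had raised background in every list. The next longest such stretch was 100 kb on chromosome 11. The median relative background of peaks in the stretch was 9.07, 7.28, 9.06 and 7.80 for DMSO, ATRA, Corin and the combination, against 1.72, 2.06, 1.66 and 1.70 over the whole lists. Extra copies of the segment in the cell line could raise the background over all of it. The lowest value at any peak was 2.77, and 0 peaks were at the level of the list. The stretch was chosen by a lowest relative background above 2.5, so it could hold no peak at that level. These values are therefore no test of extra copies. The background is also seen only under peaks, and dense open chromatin would raise it too, so these cannot be told apart. The fold of the strong region near PDK1, gained with ATRA, was only 3.10.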
